A study of Mus musculus with 14 samples.

How the data were processed

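RNA sequencing libraries from mouse cerebellum at postnatal day 21 were analysed in 2 genotypes, Astn2 wild type (WT) and Astn2 knockout (KO). All mice carried a transgene that places an EGFP-tagged ribosomal protein L10a under the Purkinje cell promoter Pcp2. Translating ribosome affinity purification (TRAP) pulls down tagged ribosomes with antibodies against GFP, and the RNA bound to them is sequenced. Per the labels' protocols, part of the cleared homogenate was set aside as input before the purification. Input therefore stands for the cleared homogenate of the whole cerebellum, and is called whole cerebellum below.

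The deposited values are raw read counts per gene, 1 column for each of the 14 libraries, with NCBI Entrez gene numbers as row names. The aligner, the counting tool, the genome build, the annotation and the strand setting are stated neither in the labels nor in the table. Counts of genes that overlap on opposite strands, and of near-identical gene copies, are therefore uncertain. The values are whole numbers with a different total in each library, and no normalization had been applied. The table holds 24100 genes, of which 2930 have 0 counts in every library. Gene symbols were taken from the RefSeq gene table of assembly GRCm38.p6, which matched 24045 of the genes; that table was used for names and for the order of neighbouring genes, and coordinates are not reported. All 14 columns matched a sample label.

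Groups, sex and replicate numbers were taken from the labels. Library totals ranged from 18.8 to 54.2 M counts (M, 1e6). The smallest level a library can show was set at 3 counts, which corresponds to 0.0553 CPM in the deepest library and 0.160 CPM in the shallowest; this covers counting error only, since reads without molecular identifiers are not independent molecules. Within each group, every pair of libraries was compared by a chi-square statistic over genes with a summed count of at least 20. The statistic divided by its degrees of freedom ranged from 8.63 to 267, so no pair agreed within sampling noise. Since the reads are not independent molecules, this cannot show that the libraries come from separate animals. Every library was counted as 1 replicate, following the labels.

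The main test was edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, edgeR 4.0.16 in R 4.3.3), two-sided, with TMM factors, genes kept by filterByExpr and Benjamini-Hochberg adjustment at 0.05. Genotype was tested within each fraction, in the 7 TRAP libraries and in the 7 input libraries, with sex as a covariate. TRAP against input, and the genotype by fraction interaction, were tested in all 14 libraries with group means and sex. Standard errors of log2 fold changes were obtained as the absolute log2 fold change divided by the square root of the F statistic. Levels are given as CPM (counts per 1e6 counts) with TMM factors over all 14 libraries, as mean ± SD.

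Gene lists were written down with the design: 8 marker panels, 5 sex-linked genes and 30 genes chosen for their relation to Astn2 or to Purkinje cell synapses. A panel score was the mean over the panel of log2(CPM + 1) in a library. Scores were compared by exact two-sided permutation tests over the 35 splits of 7 libraries, with Benjamini-Hochberg adjustment over 8 panels for each genotype comparison and over 16 tests for TRAP against input. The smallest p these splits allow is 0.0286, and a single panel at that value has an adjusted p of 0.229 over 8 panels, so the genotype tests of 1 panel alone cannot pass 0.05.

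The genes named in the text follow a written rule. They are Astn2, genes of the lists past the threshold in the contrast discussed, the sex genes, and, for each genotype contrast, up to 5 genes per direction with the largest log2 fold change among those past the threshold with every KO library on one side of every WT library. For TRAP against input in WT they are the 5 highest and 5 lowest log2 fold changes past the threshold among genes with a mean log2(CPM + 1) over all 14 libraries of at least 5. Genes outside this rule are identified where they appear. The grouping, the tests, the gene lists, the naming rule and most alternatives were fixed before the data were examined.

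The alternatives were DESeq2 size factors, library totals without a composition factor, no filter on low counts, a mean count of at least 50, the DESeq2 1.42.0 Wald test, no sex covariate, each library left out in turn, all 14 libraries in one fit, a replicate block in place of sex, an adjusted p under 0.1, adjustment over TRAP-enriched genes and an absolute log2 fold change of at least 1. For panels they were a pseudocount of 0.1, the other 2 scalings, the median over the panel, and each library left out. Chosen after seeing the data were sample quality weights (voomWithQualityWeights, limma 3.58.1), per-library loess offsets (span 0.3) for transcript length and for GC content, and a changed pairing of 2 KO libraries. Length and GC content came from the longest GENCODE M21 transcript and were known for 99.3% of the genes tested in TRAP and 99.1% of those tested in input.

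The labels number the replicates from 1 within each group, and the same numbers recur in every group; this is the source of the pairing. The labels do not state whether an input and a TRAP library of one number came from one animal. KO and WT libraries of one number are different animals. In the genotype fits the block was the number. In the other fits it was genotype and number together, over the 12 libraries with a partner.

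The fits were tested on simulated counts drawn from the real means, library sizes and dispersions. In each design 200 genes were changed by a log2 fold change of 1 or 2 in either direction. These were drawn from genes with a mean count of at least 50, so the recovery does not cover genes with lower counts. Each gene had 1 dispersion for all libraries, so a library with a wider spread than the others was not simulated. edgeR recovered 68.0% of the changed genes among 14145 in the TRAP genotype design (96% at a log2 fold change of 2 and 40% at 1), with 7 false calls, and 93.5% among 15997 in the input genotype design (99% and 88%), with 15 false calls. DESeq2 recovered 85.5% and 95.5% in these designs, with 32 and 39 false calls.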

Results

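Translating RNA and RNA of the cleared homogenate were profiled in cerebella of Astn2 WT and KO mice. The aim was to find expression changes in Purkinje cells that lack ASTN2. Gene counts were obtained for 14 libraries from mice at postnatal day 21. There were 3 input KO libraries (2 female, 1 male), 4 input WT libraries (1 female, 3 male), 4 TRAP KO libraries (2 female, 2 male) and 3 TRAP WT libraries (1 female, 2 male). The mean total was 45.6 ± 8.92 M counts (M, 1e6) in input KO (SD, n = 3), 31.8 ± 7.40 M in input WT (SD, n = 4), 30.1 ± 6.37 M in TRAP KO (SD, n = 4) and 25.4 ± 7.09 M in TRAP WT (SD, n = 3). The 10 highest genes of a library took 2.58% to 3.38% of the counts in input and 8.82% to 10.2% in TRAP. The highest gene of each TRAP library was Pcp4 or Car8.

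The labels were first checked against the targeted gene and the sex-linked genes. Astn2 (Entrez 56079) was measured at 94.4 ± 6.90 CPM in input WT (SD, n = 4) and 0.885 ± 0.127 CPM in input KO (SD, n = 3). In TRAP it was 130 ± 14.8 CPM in WT (SD, n = 3) and 1.52 ± 0.447 CPM in KO (SD, n = 4). Between 24 and 64 Astn2 counts remained in each KO library, against 1707 to 4653 in each WT library, so that the KO mean was 0.937% of the WT mean in input and 1.17% in TRAP. Sex labels and sex-linked genes matched in every library. Ddx3y ranged from 33.7 to 46.0 CPM in males over both fractions and was at most 0.203 CPM in females, and Xist was at least 0.408 CPM in females and at most 0.0788 CPM in males.

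**Figure D1:**
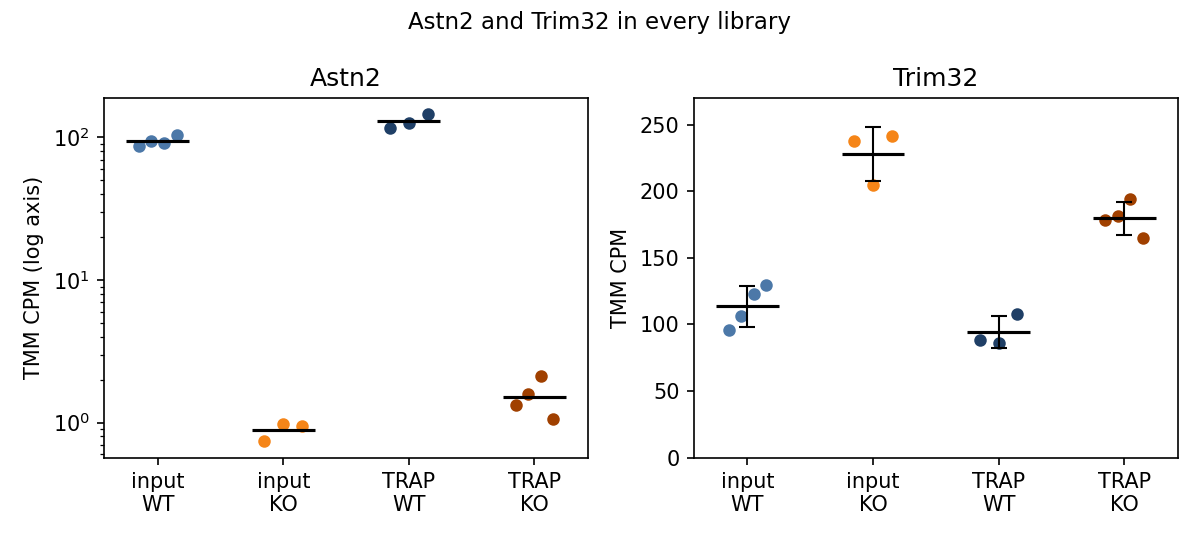
TMM-normalized CPM of Astn2 (left, log axis) and Trim32 (right, linear axis from 0) in each of the 14 libraries, by fraction and genotype. Points are libraries and horizontal lines are group means; error bars, drawn for Trim32, are the SD. Astn2 was between 0.739 and 2.10 CPM in the KO libraries and at least 87.8 CPM in every WT library, and Trim32 was between 165 and 242 CPM in KO against 86.2 to 129 CPM in WT.

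The effect of genotype in the Purkinje cell fraction was tested among 14145 genes in the 7 TRAP libraries. A total of 1 gene, Astn2 itself, passed an adjusted p of 0.05, with a log2 fold change of -6.39 ± 0.25 (SE) and an adjusted p of 3.46e-05 in edgeR's quasi-likelihood test. At an unadjusted p under 0.05 there were 212 genes, against 707.25 for 5% of the genes tested; with quality weights there were 1395, and with all 14 libraries in one fit 1197. The typical gene had a standard error of 0.23 on the log2 scale, and the common biological coefficient of variation was 0.247. With the replicate number as a block in place of sex, 1 gene passed, and the log2 fold change of Astn2 was -6.30; same-numbered KO and WT libraries, which are different animals, had a mean correlation of deviations of -0.118 across genes. Sample quality weights moved the count most, to 4 genes.

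In whole cerebellum, 15997 genes were tested in the 7 input libraries, and 3 passed, 1 higher and 2 lower in KO. The standard error of the typical gene was 0.098 on the log2 scale and the biological coefficient of variation was 0.109. Astn2 had a log2 fold change of -6.70 ± 0.11 (SE), with an adjusted p of 1.46e-08 in edgeR's test. Trim32 (Entrez 69807) was higher in KO, with a log2 fold change of 1.07 ± 0.10 (SE) and an adjusted p of 0.0296 in edgeR's test; it was at 228 ± 20.1 CPM in KO (SD, n = 3) and 114 ± 15.3 CPM in WT (SD, n = 4). Zfhx2os (Entrez 432855), an antisense RNA, was lower, with a log2 fold change of -0.92 ± 0.10 (SE) and an adjusted p of 0.0404 in edgeR's test, at 7.18 ± 1.61 CPM in KO (SD, n = 3) and 11.5 ± 1.28 CPM in WT (SD, n = 4). The DESeq2 Wald test moved the count most, to 292 genes. At an unadjusted p under 0.05 there were 2198 genes, against 799.85 for 5% of the genes tested; with all 14 libraries in one fit there were 409.

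In the annotation of assembly GRCm38, Trim32 lies within the span of Astn2 on the opposite strand, and none of its 7 exons overlaps an Astn2 exon. Zfhx2os is annotated as antisense RNA. Since the strand setting of the counting is not stated, the counts of both are uncertain. Trim32 stayed past the threshold in 13 of 18 alternative fits of the input libraries and Zfhx2os in 8 of 18.

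In TRAP, Trim32 was at 180 ± 12.1 CPM in KO (SD, n = 4) and 94.2 ± 11.8 CPM in WT (SD, n = 3), with every KO library above every WT library. Its log2 fold change was 0.94 ± 0.16 (SE), with an unadjusted p of 2.67e-04, and its adjusted p over all genes in edgeR's test was 1.00, so it did not pass; it passed in 3 of 18 alternative fits. Over the list of 30 genes fixed beforehand, 28 of which were tested in TRAP, 2 passed, Astn2 and Trim32, and the adjusted p of Trim32 in edgeR's test was 0.00374. Over all genes, 1 gene of the list passed in TRAP. In input, 7 of the 30 genes passed over the list alone and 2 over all genes. The 5 that passed over the list alone were Plcb3, with a log2 fold change of 0.39, Kctd12 (0.34), Rock2 (0.29), Plcb4 (0.24) and Cbln1 (-0.26). Without the sex covariate 2 of the 30 passed over the list.

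Whether the genotype effect differed between fractions was tested by the interaction over 16042 genes. It gave 0 genes at an adjusted p of 0.05 and 430 at an unadjusted p under 0.05, against 802.1 for 5% of the genes tested. With quality weights it gave 0 genes, and 1617 at an unadjusted p under 0.05, above that number. With genotype and replicate number together as a block, over 12 libraries, it also gave 0 genes, and 330 at an unadjusted p under 0.05. The interaction of Trim32 was -0.10 ± 0.17 (SE) on the log2 scale and that of Astn2 was 0.27 ± 0.24 (SE), both with an adjusted p of 0.999 in edgeR's test. The difference between the TRAP and input results for Trim32 was therefore smaller than its error.

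The enrichment obtained by the purification was measured by comparing TRAP with input. In WT, 12118 of 16042 genes passed, 5937 higher and 6181 lower in TRAP, and in KO 12176 passed, 5817 higher and 6359 lower. The calls shared by both genotypes in the same direction numbered 11208, and 0 were shared in opposite directions. With genotype and replicate number together as a block, over 12 libraries, 11593 genes passed in WT (5586 higher, 6007 lower) and 11442 in KO (5550 higher, 5892 lower). The mean correlation of deviations across genes between same-numbered input and TRAP libraries was 0.230 in WT and 0.116 in KO. The balance of higher and lower calls depended on the scaling. With library totals alone, 3135 genes were higher and 9801 lower in WT, 3132 were higher and 9670 lower in KO, and the median log2 fold change of all genes moved by -0.82 in WT and -0.73 in KO. Changes in this comparison are thus relative to the TMM scaling.

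The 5 highest log2 fold changes in WT were those of Pcp2 (4.99 ± 0.18 SE), Iltifb (4.91 ± 0.31 SE), Pcp4 (4.80 ± 0.17 SE), Gng13 (4.77 ± 0.34 SE) and Rsph3b (4.66 ± 0.42 SE). Pcp2 rose from 432 ± 32.6 CPM in input WT (SD, n = 4) to 13664 ± 4239 CPM in TRAP WT (SD, n = 3). The 5 lowest were those of Mir124a-1hg (-4.64 ± 0.17 SE), Meg3 (-4.64 ± 0.30 SE), Malat1 (-4.54 ± 0.25 SE), Tmem181b-ps (-3.68 ± 0.21 SE) and Cacna1e (-3.64 ± 0.27 SE). All 10 had adjusted p of at most 2.71e-07 in edgeR's test, and all 10 changed in the same direction in KO. Iltifb, Rsph3b and Tmem181b-ps belong to groups of similar gene copies, so their counts are uncertain. Astn2 itself was higher in TRAP than in input in WT, with a log2 fold change of 0.47 ± 0.14 (SE) and an adjusted p of 0.00637 in edgeR's test, but with library totals alone the log2 fold change was -0.35, and with a mean count of at least 50 it was 0.26 with an adjusted p of 0.0946.

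All 12 Purkinje panel genes were higher in TRAP in both genotypes, with log2 fold changes from 2.28 to 4.99 in WT and from 1.82 to 4.73 in KO. All 10 granule cell genes and all 10 oligodendrocyte genes were lower in both genotypes. Of the 10 astroglia genes, 9 were lower in both genotypes and 1, Hopx, was higher, with log2 fold changes of 2.63 in WT and 2.46 in KO. The Purkinje panel score was 12.11 ± 0.13 in TRAP WT (SD, n = 3) and 8.67 ± 0.09 in input WT (SD, n = 4), and 12.05 ± 0.09 in TRAP KO (SD, n = 4) and 8.72 ± 0.09 in input KO (SD, n = 3). The granule cell score differed by -2.27 in WT and -2.13 in KO on the log2 scale. Of 16 panel comparisons of TRAP with input, 11 had the smallest possible exact two-sided permutation p of 0.0286, with an adjusted p of 0.0416. These were the Purkinje, granule, astroglia, oligodendrocyte and microglia panels in both genotypes and the endothelium panel in WT. The endothelium panel in KO and the immediate early panel in both genotypes had an exact permutation p of 0.0571 and an adjusted p of 0.0653. In each of these, every TRAP library was below every input library. With library totals each had an adjusted exact p of 0.0327. The permutation test did not use the replicate numbers as pairs. The choroid plexus scores had exact permutation p of 0.971 in WT and 0.800 in KO. This panel mean joins genes that went opposite ways. Clic6 was higher in TRAP, with a log2 fold change of 3.09 in WT and 2.54 in KO. The other 5 genes were lower in both genotypes, all 5 past the threshold in KO and 0 in WT. The panel score was 4.93 in KO input replicate 2, against 1.20 and 1.09 in the other KO inputs. Ttr was at 1080 CPM in that library, against 2.70 and 1.11 CPM in the other KO inputs and 1.14 to 1.87 CPM in TRAP KO. The size of the KO changes thus depended on 1 input library. With the panel median in place of the mean, the choroid plexus difference in KO was -1.33 with an adjusted exact p of 0.0327, and 14 of the 16 comparisons passed.

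**Figure D2:**
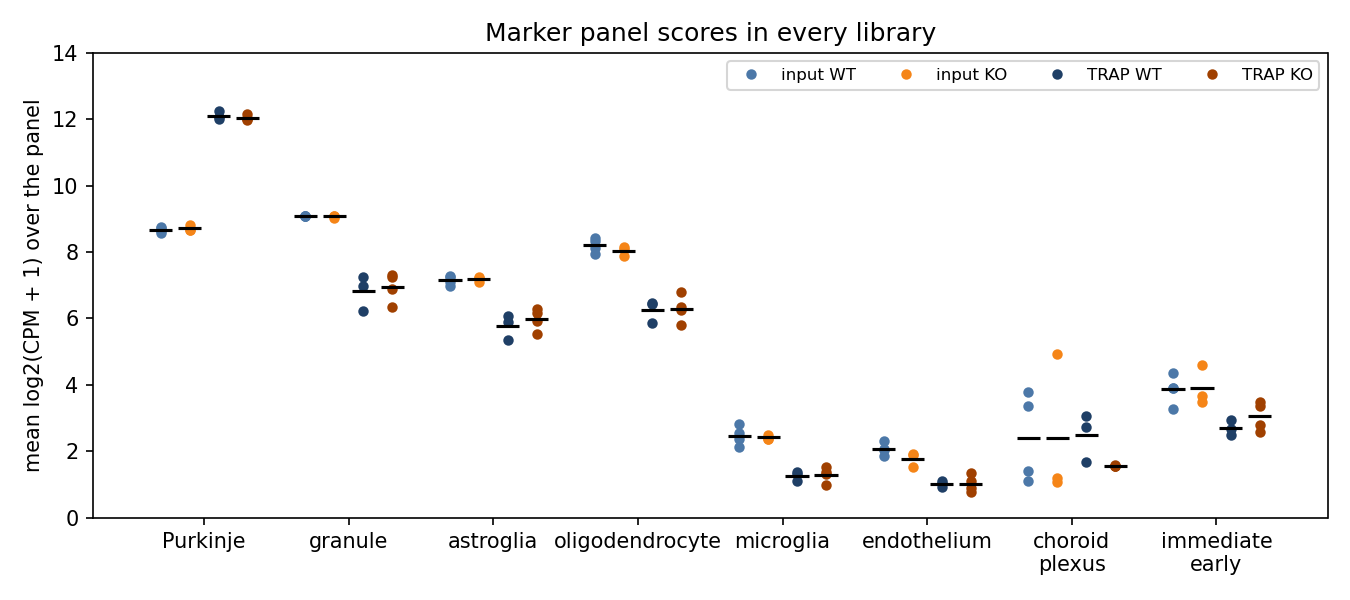
Panel scores, the mean log2(CPM + 1) over each of 8 marker panels, in each library (points), with group means (lines), for input and TRAP libraries of both genotypes. The Purkinje score was near 12 in TRAP and below 9 in input, the granule, astroglia, oligodendrocyte and microglia scores were lower in every TRAP library than in every input library of the same genotype, and choroid plexus scores ranged from 1.09 to 4.93 in input.

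Panel scores were compared between genotypes to measure cell composition and carry-over. In TRAP, 0 of 8 panels passed after adjustment. The choroid plexus score was 1.56 ± 0.02 in KO (SD, n = 4) and 2.49 ± 0.73 in WT (SD, n = 3), every KO library being below every WT library, with an exact permutation p of 0.0286 and an adjusted p of 0.229. Of the 3 choroid plexus genes tested in TRAP, 0 passed over all genes and 2 passed over the panel alone in edgeR's test, Ttr with a log2 fold change of -4.14 and Kl with -1.15. Ttr was at 96.5 and 65.8 CPM in TRAP WT replicates 2 and 3 but at 2.11 CPM in replicate 1, against 1.14 to 1.87 CPM in TRAP KO. Its difference thus rested on replicates 2 and 3, whose numbers were also high in WT input (360 and 253 CPM). The other 7 panels differed by at most 0.35 on the log2 scale, with exact permutation p of at least 0.314. In input, 0 of 8 panels passed, and the smallest exact permutation p was 0.114, for the endothelium panel (1.77 ± 0.22 in KO, SD, n = 3; 2.07 ± 0.18 in WT, SD, n = 4). All 8 endothelium genes had a lower level in input KO, with log2 fold changes from -0.84 to -0.26; 0 passed over all genes in edgeR's test and 3 passed over the panel alone (Cldn5, Ly6c1 and Slco1a4). The Purkinje score differed between genotypes by -0.06 in TRAP and 0.05 in input, within the spread between replicates (pooled SD 0.105 in TRAP and 0.088 in input). Over the alternatives the TRAP difference ranged from -0.27 to 0.015, so its size depended on the setting. No alternative gave it an adjusted exact p under 0.343.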

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

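The tests below were set after the far sample had been seen but before their own values were. Of 46 values tested for a far sample in the groups of 4 libraries, 2 had one, about what chance gives, since this rule marks about 1 in 20 groups.

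The level of Pcp2 in TRAP KO replicate 4 lay apart from the other TRAP KO libraries. Its log2(CPM + 1) was 12.99 against 13.22 to 13.24 in the others, a gap of 0.906 of the range, above Dixon's critical value for groups of 4. Offsets for transcript length brought the gap to 0.709, under the critical value, so the deviation is consistent with transcript length bias in that library. Offsets for GC content left it at 0.841. A lower share of Purkinje cell RNA would lower the other Purkinje markers too, but the score of that panel without Pcp2 was 12.10 in this library, above the 11.86 to 11.94 of the others. Length bias remains, and no biological explanation was tested, since the library shares its group with the others.

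The level of Zfhx2os in input WT replicate 1 lay above the other input WT libraries, at a log2(CPM + 1) of 3.85 against 3.54 to 3.58, a gap of 0.886 of the range. This library is the only female in its group. In KO, 2 of 2 female libraries were above the male library (8.10 and 8.12 against 5.33 CPM), so sex may be the source of the difference; with 1 male KO and 1 female WT library this could also arise by chance. Reads shared with the overlapping gene Zfhx2 would lift Zfhx2 in the same library, and its gap there was 0.487, under the critical value. Zfhx2 was still highest in that library (34.9 against 29.5 to 32.2 CPM) and higher in the KO females than in the KO male (26.7 and 31.3 against 23.8 CPM), the same order as Zfhx2os, so shared reads may still contribute. Offsets for GC content left the gap of Zfhx2os at 0.926. The strand setting is not stated.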

How the results depend on the processing

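Astn2 kept its direction and stayed past the threshold in all 18 alternatives of each genotype contrast, with log2 fold changes from -6.61 to -6.18 in TRAP and from -6.78 to -6.63 in input.

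In TRAP, the number of genes was 3 with the DESeq2 Wald test (Fcgr1, lower, and Trim32 beside Astn2; Fcgr1 was named after its value was seen), 2 with all 14 libraries in one fit and 4 with quality weights, Trim32 among them in both. It was 1 to 2 when each library was left out in turn, with 95 to 1023 genes at an unadjusted p under 0.05. Adjusted over TRAP-enriched genes, which do not include Astn2, it was 0, with 90 at an unadjusted p under 0.05. The list of 30 genes gave 1 to 2 genes when each library was left out.

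The number in input depended more on the processing: 5 with DESeq2 size factors, 23 without a filter, 292 with the DESeq2 Wald test, 8 with quality weights, 15 at an adjusted p under 0.1, and 1 to 158 when each library was left out, with 946 to 3261 at an unadjusted p under 0.05. The highest was without KO replicate 2. The lowest number at an unadjusted p under 0.05 was without KO replicate 3, the only male KO input. With sex in the model, that fit compared the genotypes within females only, against 1 WT library. The drop can therefore not be assigned to KO replicate 3 alone. Over TRAP-enriched genes, which do not include Astn2, Trim32 or Zfhx2os, the number past the threshold was 0, with 326 at an unadjusted p under 0.05. The loss of these calls was thus fixed by the choice of genes. With the replicate number as a block it was 1, with 1446 at an unadjusted p under 0.05; same-numbered KO and WT input libraries, which are different animals, had a mean correlation of deviations of 0.0746. The list of 30 genes gave 2 genes without the sex covariate, 2 with the block, 2 with all 14 libraries, 3 with length offsets, 3 with GC offsets and 2 to 9 when each library was left out. The adjusted p of Trim32 ranged from 3.96e-22 to 0.397 over the alternatives and its log2 fold change from 0.97 to 1.21. The cause of these changes was not tested, except that in simulated counts of this design DESeq2 made 39 false calls and edgeR 15.

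The interaction gave 0 genes in every alternative but the DESeq2 Wald test, which gave 1; the number at an unadjusted p under 0.05 was 311 to 1934 when each library was left out. The interaction of Trim32 ranged from -0.15 to 0.012 in those fits, changing sign without TRAP WT replicate 3. With KO input 3 paired with KO TRAP 4 in the block, 0 genes passed, with 223 at an unadjusted p under 0.05. Counts of TRAP against input stayed within 1.5 times in every alternative. With library totals only, Astn2 in TRAP against input in WT changed to -0.35.

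Some differences of panel scores changed sign. TRAP against input in WT for choroid plexus became -0.14 with a pseudocount of 0.1, -0.42 with library totals and -0.60 with the median. TRAP KO against WT became 0.0044 for Purkinje with library totals, -0.0029 for endothelium with DESeq2 size factors and -0.0049 for oligodendrocyte with the median. Input KO against WT, with the median, became -0.070 for Purkinje, 0.019 for granule and 0.13 for choroid plexus. When each library was left out, input KO against WT ranged from -0.024 to 0.010 (granule), -0.022 to 0.085 (astroglia), -0.17 to 0.062 (microglia), -1.27 to 0.65 (choroid plexus) and -0.29 to 0.26 (immediate early). TRAP KO against WT ranged from -0.11 to 0.015 (Purkinje), -0.16 to 0.34 (granule), -0.010 to 0.34 (astroglia), -0.15 to 0.21 (oligodendrocyte), -0.035 to 0.15 (microglia) and -0.096 to 0.10 (endothelium). TRAP against input for choroid plexus ranged from -0.35 to 0.54 in WT and from -1.50 to 0.42 in KO, where it was -0.84 with all libraries and changed sign only without input KO replicate 2 (score 4.93 against 1.20 and 1.09 in the other KO inputs). The cause of the other changes was not tested. None of these differences passed the threshold under the planned setting.

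Over named genes and panels, 35 values changed direction, 20 became weaker, 15 became stronger and 1011 stayed the same over the alternatives. Panel scores with a library left out were compared for direction only, so 200 of those counted as the same could not have become weaker or stronger.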

Other observations

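The tests on Trim32 other than that of its neighbours, on families of membrane proteins on the most variable genes and on pairings of one sex were chosen after the result was seen; the others were set before their values were known.

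Other splits of the samples were counted for each gene-level result. The real split was compared with those that part all same-numbered pairs, and beside them with all splits, some of which keep pairs in one group. In TRAP, 2 of the 8 such splits, the real one included, gave at least 1 gene between groups of KO and WT size, and over all 34 splits that could be fitted with sex it was 4, another split giving as many as 2156 genes. In input, 1 of 8 gave at least 3 genes, the real one, and 3 of all 34 did. For TRAP against input, 1 of 8 splits in WT and 1 of 8 in KO gave as many genes, in each case the real one, as did 1 of all 35; other splits gave up to 8387 genes in WT and 9283 in KO, since they too divide TRAP from input unevenly. With 8 splits the share cannot fall under 0.125. KO and WT libraries of one number are different animals, so for the genotype comparisons all 34 splits apply too. Other splits gave as many genes there, 4 of 34 in TRAP and 3 of 34 in input with the real one included. For the genotype comparisons these counts therefore do not separate the groups from a grouping by chance. For TRAP against input the real split stood alone at the top of all 35 splits in each genotype, a share of 0.0286. For the interaction, 57 of 64 splits gave at least 430 genes at an unadjusted p under 0.05.

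Trim32 was higher in KO in both fractions. Its log2 fold change in input was between 0.97 and 1.21 in all 18 alternatives, so the choice of normalization, filter or model did not produce the direction. Reads of the enclosing Astn2 transcript counted in Trim32 would lower it in KO, and it rose by 1.07; since the direction was known before, this is no test of its own. A flanking region that differs between KO and WT could change neighbours too. Of the 40 tested genes nearest to Astn2, 4 had an unadjusted p under 0.05 in input, and 566 of 742 windows of 40 genes elsewhere had at least as many. The median of those windows was 5 genes, so a region that changes only Trim32 or a few genes would not show in this count. Such a region is therefore not excluded. It and an effect of the Astn2 allele on Trim32 expression are hypotheses these data leave open.

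The number of genes at an unadjusted p under 0.05 in input, 2198, was 2059 with offsets for transcript length and 1910 with offsets for GC content, above 5% of the genes tested (799.85) with either. It was 409, below that, with all 14 libraries in one fit, where the common biological coefficient of variation was 0.182 against 0.109. Cell composition as measured by the panels gave a smallest adjusted exact p of 0.914, but 8 panels and 35 splits cannot decide this unless several panels pass together. The number cannot be told apart from a shift in composition or from an unequal split of mice that share other differences. Among the 34 splits of the input libraries, 2 gave as many genes at that p, the real one included. The other set all KO libraries and 1 WT library against the remaining WT libraries. All females fell on one side of it. With sex in the fit, it thus compared only the male KO library, replicate 3, with the male WT libraries. Among fits with 1 library left out, the number at that p was lowest without that KO library. Among the 8 splits that part all same-numbered pairs, only the real one gave as many, but 8 splits are too few to decide.

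TRAP WT replicate 3 stood apart from the other TRAP libraries. Its quality weight was 0.146 against 0.516 to 5.20 in the others, and its deviation from them had an SD of 0.577 over genes on the log2 scale, against 0.204 to 0.362. Transcript length bias gave a Spearman rho across genes of 0.167, inside the range of -0.356 to 0.211 of the others, and GC content bias gave -0.0187, inside -0.263 to 0.248. The mean score of the granule, astroglia and oligodendrocyte panels was 5.82, below the 5.89 to 6.77 of the others. Messages of membrane protein families (657 genes) were 0.148 higher against those of cytosolic and nuclear families (677 genes), above the range of -0.239 to 0.115 of the others by a small margin. TRAP KO replicate 4 had nearly the same panel score (5.89) and a larger difference between the families in size (-0.239), with an SD of 0.330, so neither a lower carry-over from other cells nor a difference between these classes of message is likely to explain the SD of WT replicate 3 alone. Its cause remains open. No biological explanation was tested.

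Whether same-numbered input and TRAP libraries come from the same animal was tested by the correlation of their deviations from the group means over 13013 genes. Over the numbers 1 to 3, the numbered pairing had the highest mean correlation of 6 in WT and in KO, 1 of 6 pairings reaching it in each; over the most variable genes it was 1 of 6 in WT and 2 of 6 in KO. With the fourth library admitted, 2 of 24 pairings in WT and 5 of 24 in KO reached it. Over the 100 most variable genes in input, 1 of 24 pairings reached it in WT and 4 of 24 in KO. These counts include pairings of a female with a male library, which cannot be the same animal. Among pairings of one sex, the numbered mean was reached by 2 of 6 in WT and 2 of 4 in KO over all genes, and by 1 of 6 in WT and 2 of 4 in KO over the most variable genes. In WT over all genes, input 3 had a correlation of 0.105 and input 4 one of 0.198 with TRAP 3, while over the most variable genes these were 0.670 and -0.230. In KO over all genes, input 2, a female, had a correlation of 0.254 with TRAP 2 and -0.0409 with TRAP 1, the other female. Input 3 in KO, a male, had a correlation of -0.152 with TRAP 3 and 0.374 with TRAP 4. The pseudogene Rpl14-ps1, chosen after its values were seen, was at 7.27 CPM in KO input 3, 78.7 CPM in KO TRAP 3 and 9.15 CPM in KO TRAP 4. It was at 6.68 CPM in WT TRAP 3, 8.43 CPM in WT input 3 and 40.7 CPM in WT input 4. KO input 3 may therefore come from the mouse of KO TRAP 4, while numbers 1 and 2 in KO and 1 to 3 in WT are consistent with the same animal, WT number 3 by this gene and the most variable genes but not by all genes. Rpl14-ps1 did not match in KO number 1, at 8.63 CPM in input and 0 CPM in TRAP. Ckm, also chosen after its values were seen, did match there, at 13.5 CPM in input and 6.35 CPM in TRAP. It was at most 0.206 CPM in every other library. Rpl14-ps1 matched in KO number 2, at 74.3 CPM in input and 73.5 CPM in TRAP. Ttr did not match in KO number 2, at 1080 CPM in input and 1.58 CPM in TRAP. With KO input 3 and KO TRAP 4 paired in the block, 0 genes passed in the interaction.

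H2-T10, chosen after its values were seen, took 3 levels in input: 0.881 and 1.504 CPM in WT replicates 4 and 1, 12.4 to 13.5 CPM in WT replicates 2 and 3 and KO replicate 2, and 25.0 to 25.8 CPM in KO replicates 1 and 3. In TRAP it was 1.02 CPM in WT replicate 1, 33.4 and 36.4 CPM in KO replicates 2 and 3, 41.8 and 41.6 CPM in WT replicates 2 and 3, and 68.5 to 71.8 CPM in KO replicates 1 and 4. A haplotype around the gene that differs between mice may explain this: of the 40 nearest tested genes, 5 had a Spearman correlation with it of at least 0.9 in size over the 7 inputs, and 0 of 742 windows elsewhere had as many. Of the 5, 1 lay outside the H2 family by symbol or synonym, and it overlaps a gene of the family, so reads shared between near-identical H2 family genes cannot be told apart from a haplotype. All KO libraries were at or above 13.5 CPM in input and all WT libraries at or below 13.3 CPM, but in TRAP KO replicates 2 and 3 were below WT replicates 2 and 3.

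Ttr, a gene of the choroid plexus panel, was at 1080 CPM in KO input replicate 2, at 253 to 360 CPM in WT input replicates 3 and 2, and at 0.790 to 4.22 CPM in the other 4 inputs. In TRAP it was at 96.5 and 65.8 CPM in WT replicates 2 and 3 and at 1.14 to 2.11 CPM in the other 5 libraries, KO replicate 2 among them.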
